A study of Danio rerio with 4 samples.

How the data were processed

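RNA sequencing was performed on endothelial cells of zebrafish embryos at 47 hours post fertilization. Per the labels' protocols, trunks and tails were dissociated and cells that carried both an endothelial reporter (kdrl:EGFP) and a venous and lymphatic reporter (lyve1:DsRed) were sorted by flow cytometry. Total RNA was reverse transcribed and amplified with a SMART-Seq v4 low-input kit, and libraries were made with an NEBNext Ultra II Directional kit, per the labels' protocols. The mutant embryos were selected for the presence of blood flow, per the labels' protocols.

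The authors deposited 1 table of TPM per library, with the unit named in the file headers. Each table held the same 29027 rows, named mostly by gene symbol. The aligner, the quantification tool, the genome build, the annotation and any filter were not stated in the labels or the file headers. No genome coordinates are given for this reason. The deposited TPM of the listed rows summed to between 481065 and 813042 per library rather than to 1000000, so the scale of the values also covers features that were not analysed here. TPM values keep no record of read depth, so the number of reads behind each value is unknown and no confidence interval from counting error was computed. An exact 0 in such a table can be a failed estimate. In all, 510 rows were at 0 in all 4 libraries. No pair of libraries held identical values.

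Groups and replicate numbers were taken from the sample titles: 2 libraries of homozygous tie1 mutants and 2 libraries of their pooled wild-type and heterozygous siblings. The comparison of mutants with siblings was fitted with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with group as the only term, over the genes with a mean TPM of at least 1 across the 4 libraries (28301 genes). Variances were moderated by eBayes with an intensity trend. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. With 2 libraries against 2 the fit has 2 residual degrees of freedom. In the main fit the p-values are those of a normal distribution for the log2 fold change divided by its SE. Moderation thus replaced the variance of each gene almost wholly by the trend for its expression level. The SE and p-value of a single gene therefore do not measure the spread between its own replicates. Very small p-values overstate what 2 libraries against 2 can show. As a count that needs no variance model, genes were also counted as separated when both mutant libraries lay on one side of both sibling libraries and the log2 fold change was at least 1 in size. The tie1 gene was also tested by an exact permutation test with scipy 1.17.1.

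Gene lists were tested with limma's camera (preset inter-gene correlation 0.01) and the p-values were adjusted over the 19 lists. Of these lists, 9 concern the question of the study: the Tie and angiopoietin pathway, lymphatic, venous, arterial and pan-endothelial markers, S-phase and G2/M genes, FOXO target genes and flow-responsive genes. A further 10 lists are technical: p53 response, dissociation stress, skeletal muscle, erythroid, myeloid, neural, epidermal and mural or fibroblast markers, ribosomal protein genes and mitochondrially encoded genes. Of the 296 symbols written in the 17 hand-made lists, 272 were found in the tables. The median of all fitted log2 fold changes was 1.17, so list medians are given relative to it. Each list median was also placed among the medians of 10000 random lists of the same size matched on mean TPM, and each named gene among the 200 genes nearest to it in mean TPM. These percentiles describe these libraries and are not tests.

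The genes named in the text were fixed by rule: 13 genes of the Tie pathway and of lymphatic, venous and endothelial identity (12 of them analysed here), the 6 largest rises and 6 largest falls among called genes with separated groups and a mean TPM of at least 5 in the higher group, and up to 4 members of each of the 9 lists with a p-value adjusted over the list alone under 0.05. The groups, tests, lists, naming rule and most alternatives were chosen before the data were examined. Genes named outside the rule are stated to be so.

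The level that unexpressed genes have in each library was measured on 281 genes chosen by symbol after the data were seen: odorant, trace amine associated, vomeronasal and bitter taste receptors and gamma crystallins, which are genes of sensory cells and of the lens. Their 95th percentile in a library is called the background limit of that library. Rows that collect many genomic copies under one name (5S ribosomal RNA, spliceosomal RNAs, signal recognition particle RNA and the mir-430 cluster) were set against the same genes. An added alternative, also chosen after the data were seen, subtracted the median of the 281 genes from each library, set negative values to 0, kept rows that matched a protein-coding gene by symbol or synonym in a RefSeq gene table (18038 rows, 62.1%) and were not mitochondrially encoded, scaled each library to a sum of 1000000, kept genes with a mean of at least 20 and used a pseudocount of 10.

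The other alternatives were pseudocounts of 0.1 and 5, no filter and a mean TPM of at least 5, median-of-ratios rescaling, quantile normalization, eBayes with no intensity trend or with robust moderation, the replicate number as a block, an adjusted p-value threshold of 0.1, a 2-fold minimum, camera with an estimated correlation, fry (which tests the genes of a list against no change instead of against the other genes), and leaving out each library in turn. A correction for GC content and transcript length was planned and not run, because no transcript sequences were used here. The fit was tested on simulated data: with 200 of 28247 genes changed 8-fold and the noise seen between the sibling libraries, 86.5% of the changed genes were recovered and 8 unchanged genes were called. These simulated libraries had no difference in background and the same noise for all genes. The changed genes had a sibling mean of at least 5 TPM. The 8 calls therefore do not describe the fit on libraries with unequal backgrounds.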

Results

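Endothelial cells positive for both the kdrl and the lyve1 reporter, a population of venous and lymphatic cells, were profiled by RNA sequencing from homozygous tie1 mutant zebrafish embryos and from their wild-type and heterozygous siblings. Tie1 is a receptor tyrosine kinase of endothelial cells that belongs to the angiopoietin receptor family. The data set held 2 mutant and 2 sibling libraries, each given as TPM for 29027 genes. The comparison asks how the loss of tie1 changes the transcriptome of these cells at 47 hours post fertilization.

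The libraries differed in their overall distribution before any gene was compared. The median TPM over all listed genes was 2.59 and 4.16 in sibling replicates 1 and 2 and 8.0 and 11.1 in mutant replicates 1 and 2. The TPM of the listed genes summed to 813042 and 736606 in the siblings and to 602394 and 481065 in the mutants. A set of 281 sensory receptor and lens crystallin genes, for which no expression in endothelial cells is presumed, had a median TPM of 2.30 and 3.75 in the siblings. Their median TPM was 8.62 and 11.2 in the mutants. The 95th percentile of these 281 genes, used below as the background limit, was 4.03 and 6.44 TPM in the siblings and 14.3 and 19.0 TPM in the mutants. Above this limit lay 9850 and 9070 genes in the sibling libraries, against 4734 and 3012 genes in the mutant libraries. Read depth is unknown for all 4 libraries.

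**Figure D1:**
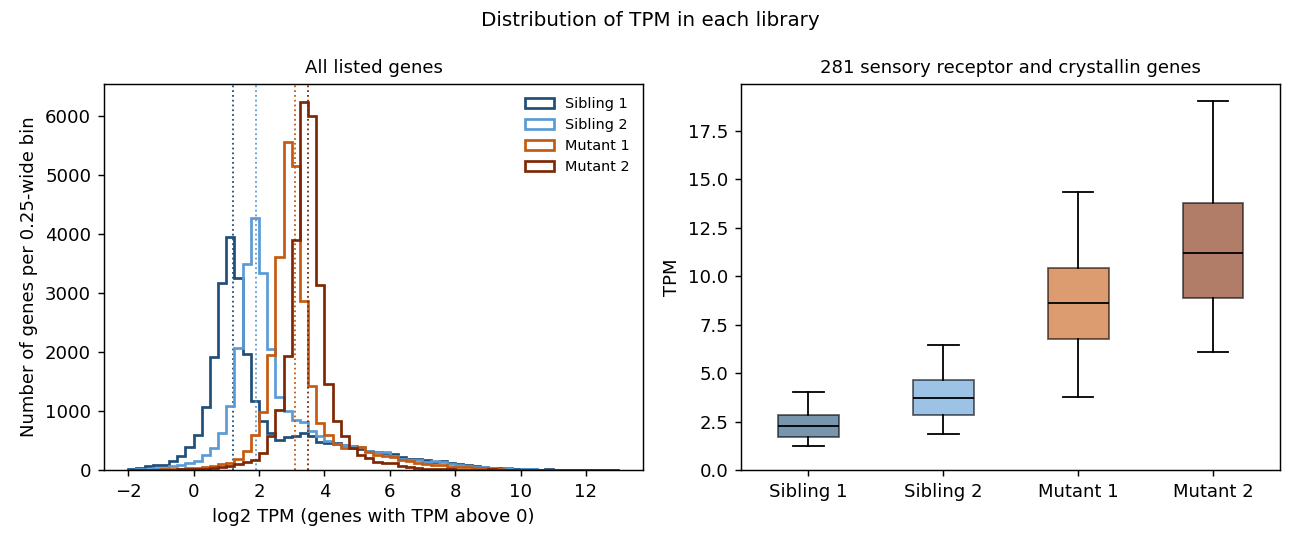
Left, number of genes per bin of log2 TPM in each library, with dotted lines at the median TPM of 281 sensory receptor and crystallin genes. Right, TPM of those 281 genes (box, quartiles and median; whiskers, 5th to 95th percentile): the median is 2.30 and 3.75 TPM in the siblings and 8.62 and 11.2 TPM in the mutants.

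Across 28301 genes, log2(TPM + 1) of the 2 sibling libraries correlated with a Pearson's r of 0.886 and a Spearman's rho of 0.688. The 2 mutant libraries correlated with r = 0.649 and rho = 0.498. Mutant replicate 1 was closer to the siblings (r = 0.737 and 0.759) than to mutant replicate 2. Mutant replicate 2 had an r of 0.565 and 0.602 with the siblings. These correlations are across genes, which are not independent replicates.

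The targeted gene was examined first. Expression of tie1 was 46.0 ± 21.2 TPM in the siblings and 13.4 ± 4.55 TPM in the mutants (SD, n = 2 each). The single values were 61.0 and 31.0 TPM in the siblings and 16.7 and 10.2 TPM in the mutants. Mutant replicate 1 was above its background limit and mutant replicate 2 was below it. The log2 fold change was -1.66 (SE 0.78), with an adjusted p-value of 0.0605 in the limma fit. Both mutant libraries lay below both sibling libraries, and the two-sided exact permutation p-value was 0.333, the smallest that 2 libraries against 2 allow. Among the 200 genes nearest in mean TPM, tie1 stood at percentile 34.5, and the median log2 fold change of those genes was -1.30. Median-of-ratios rescaling moved the value most, to a log2 fold change of -2.97 with a limma adjusted p-value of 0.201, and over all alternatives for tie1 expression the adjusted p-value ranged from 0.0353 to 0.527.

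Over all genes, limma called 12618 genes higher and 1255 genes lower in the mutants at an adjusted p-value under 0.05, so 91% of the calls were higher. The median log2 fold change of the 28301 genes was 1.17. When the libraries were rescaled by the median of ratios, the median log2 fold change was 0.03 and 0 genes were called in either direction. At an unadjusted p-value under 0.05 that fit had 1219 genes higher and 4118 lower. Quantile normalization likewise gave 0 calls, with 1335 genes higher and 1828 lower at an unadjusted p-value under 0.05. The calls did not hold under either rescaling. Groups were separated with at least a 2-fold change for 16131 genes that were higher and 2680 that were lower. Non-overlap in either direction occurred for 77.9% of genes, where chance gives 33.3% for 2 against 2. This share includes the shift common to most genes. It was 54.7% after median-of-ratios rescaling, 43.8% after quantile normalization and 47.5% after background subtraction. After median-of-ratios rescaling the separated genes with at least a 2-fold change numbered 564 higher and 5925 lower.

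The direction of the difference followed the expression level. Of the 12618 genes called higher, 11205 (88.8%) were at or under the background limit in all 4 libraries, and 284 (2.25%) were above it in both mutant libraries. Of the 280 sensory receptor and crystallin genes tested, 279 were higher in the mutants and 203 were called. Their median log2 fold change was 1.47. Of the 1255 genes called lower, 1234 (98.3%) were above the limit in both sibling libraries, and 620 (49.4%) were at or under it in both mutant libraries. Of the 1788 genes with a mean TPM of at least 50, 1664 (93.1%) had a lower mean in the mutants.

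**Figure D2:**
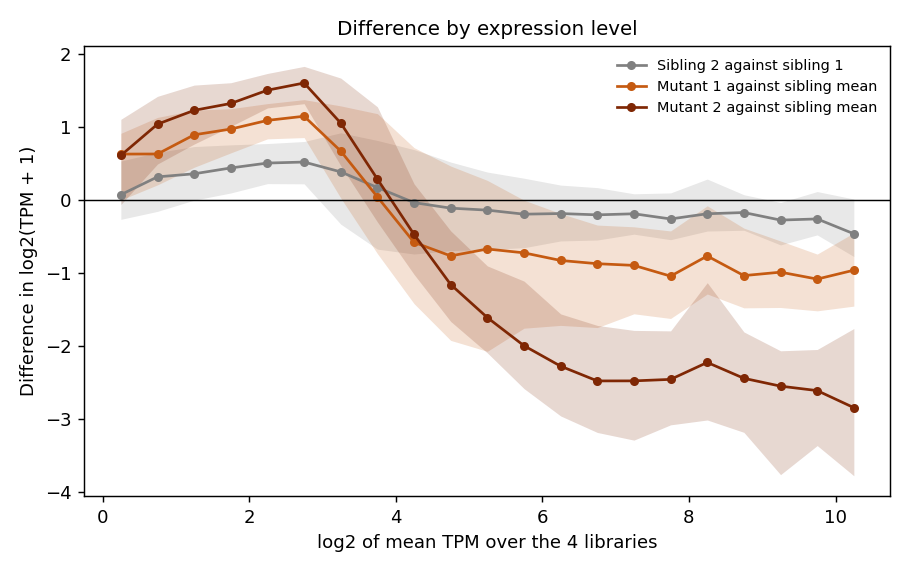
Difference in log2(TPM + 1) against the log2 of mean TPM, as the median (points) and quartiles (bands) of genes in bins 0.5 wide, for each mutant library against the sibling mean and for sibling 2 against sibling 1. Low genes are higher in both mutants and abundant genes are lower, with mutant 2 farther from 0 than mutant 1 in most bins. The sibling pair shows the same shape at a smaller size.

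The 6 called genes with the largest rises were in features of which none matched a protein-coding gene. In the siblings ighd2-2, SNORA31, dre-mir-29a and BX890562.1 were listed at 0 TPM in both libraries. In the mutants ighd2-2 had 27.9 and 48.3 TPM, SNORA31 had 24.8 and 38.6 TPM, dre-mir-29a had 20.4 and 16.7 TPM, and BX890562.1 had 21.8 and 15.2 TPM. FP236812.3 was at 0.172 and 0 TPM in the siblings and at 30.3 and 15.3 TPM in the mutants. For the sixth, a si:ch211 gene with a clone-based name, the values were 1.39 and 0.612 TPM against 56.7 and 43.4 TPM, a log2 fold change of 4.69 (SE 0.61, limma adjusted p-value 6.12e-11). Only ighd2-2, SNORA31 and this gene of these 6 were above the background limit in both mutant libraries.

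The 6 largest falls were in genes well above the background limit in the siblings. The largest was gpd1c, with 76.8 ± 27.4 TPM in the siblings and 0.573 ± 0.119 TPM in the mutants (SD, n = 2 each). Its log2 fold change was -5.58 (SE 0.63, limma adjusted p-value 4.94e-15), and its mutant values were below even the 5th percentile of the sensory receptor and crystallin genes in both mutant libraries. For dnase1l4.1, listed in the tables under its zgc clone synonym, the means were 427 and 11.1 TPM, for GHITM 131 and 4.22 TPM, and for srsf10b 83.6 and 4.33 TPM. For lamp2 they were 522 and 34.5 TPM, and for ube2ib 215 and 11.5 TPM. The log2 fold changes of these 5 genes ranged from -5.07 for dnase1l4.1 to -4.34 for ube2ib, and the limma adjusted p-values were 6.08e-04 for lamp2 and lower for the others. In the mutants only lamp2 exceeded the limit, in replicate 1 alone. None of these 12 genes remained past the threshold after median-of-ratios rescaling or quantile normalization, where 0 genes were called.

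Genes of the Tie pathway were then compared. The gene tek, which encodes the second Tie receptor, fell from 36.9 ± 18.2 TPM in the siblings to 10.2 ± 0.54 TPM in the mutants (log2 fold change -1.67, SE 0.74, limma adjusted p-value 0.0485), and both mutant values were under the background limit. The ligand gene angpt2a rose from 6.22 ± 3.22 to 25.1 ± 9.83 TPM (log2 fold change 1.88, SE 0.66, limma adjusted p-value 0.0224). Its 32 TPM in mutant replicate 1 was above the limit of that library and its 18.1 TPM in mutant replicate 2 was not. Among the 200 genes nearest in mean TPM, angpt2a stood at percentile 97 and tek at percentile 19. The ligand gene angpt1 did not pass the threshold (log2 fold change 1.04, SE 0.56, limma adjusted p-value 0.0969). It had 1.52 and 9.97 TPM in the siblings and 9.0 and 10.7 TPM in the mutants. The genes angpt2b and angpt4 were called higher (limma adjusted p-values 0.0333 and 0.0397), but were under the background limit in all 4 libraries. Of the 7 list members tested, 5 passed at 0.05 when adjusted over the list alone, tie1 included, and 4 when adjusted over all genes.

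Among markers of lymphatic and venous identity, flt4 fell from 55 ± 21.9 to 13.5 ± 3.25 TPM (log2 fold change -1.91, SE 0.79, limma adjusted p-value 0.0378), and both mutant values were under the background limit. Expression of stab2 fell from 158 ± 26 to 38.4 ± 22.6 TPM (log2 fold change -2.14, SE 0.91, limma adjusted p-value 0.0426). The gene prox1a was called higher (log2 fold change 1.37, SE 0.57, limma adjusted p-value 0.039), but only its 7.19 TPM in sibling replicate 1 was above a background limit. Neither lyve1b (1227 ± 259 against 391 ± 306 TPM, limma adjusted p-value 0.0708) nor mrc1a (411 ± 31.7 against 181 ± 166 TPM, 0.146) nor nr2f2 (50.5 ± 9.98 against 21.6 ± 2.62 TPM, 0.205) passed the threshold. For lyve1b the mutant replicates had 608 and 175 TPM. Of 18 lymphatic list members, 8 passed over the list alone and 8 over all genes. They included falls of sox18 and mafbb and rises of tbx1 and osr2, with osr2 under the limit in every library. Of 8 venous members 3 passed over the list alone and 3 over all genes: aplnra and dab2 fell and nr2f1b rose, the last under the limit in every library.

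Among pan-endothelial genes, kdrl fell from 980 ± 40.6 to 185 ± 195 TPM (log2 fold change -2.97, SE 0.95, limma adjusted p-value 0.0161), with 322 TPM in mutant replicate 1 and 47.2 TPM in mutant replicate 2. The gene cdh5 did not pass the threshold (63.3 ± 7.99 against 33.6 ± 3.75 TPM, log2 fold change -0.89, SE 0.86, limma adjusted p-value 0.366). Both of its mutant values lay below both sibling values, so a fall is not excluded. Of 19 list members, 10 passed over the list alone and 10 over all genes, with fli1b, esama and sox7 among the 9 that fell. Among the 200 genes nearest in mean TPM, kdrl stood at percentile 10.5, flt4 at 26.5, stab2 at 32, lyve1b at 47.5, nr2f2 at 50, mrc1a at 52, prox1a at 67 and cdh5 at 67.5.

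**Figure D3:**
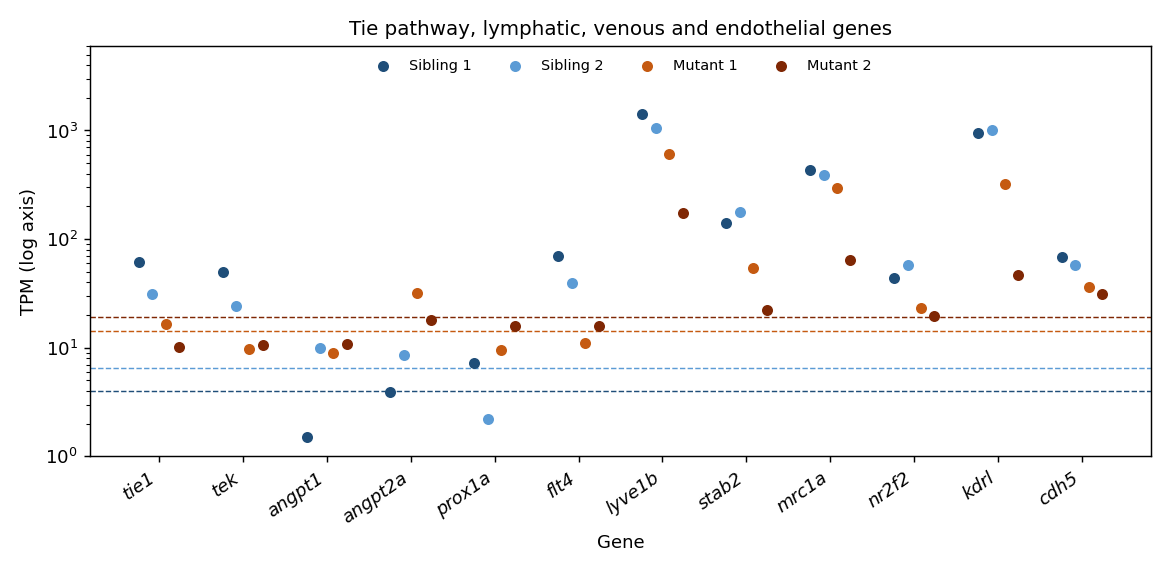
TPM of 12 genes of the Tie pathway and of lymphatic, venous and endothelial identity on a log axis, 1 point per library. Dashed lines in the colour of each library mark its background limit, 4.03 and 6.44 TPM in the siblings and 14.3 and 19.0 TPM in the mutants. For tek, angpt1, prox1a and flt4 both mutant points lie below the limits of their libraries.

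Whole lists were tested against the remaining genes with limma's camera. Of all tested genes 56.5% were at or under the background limit in all 4 libraries, and genes at that level mostly rose. A list of expressed genes can therefore pass this test by its level alone. Relative to the median of all genes, the list median was lower in the mutants for 7 of the 9 lists at an adjusted p-value under 0.05. The shift in log2 fold change was -3.04 for pan-endothelial genes (19 genes, adjusted p-value 2.16e-13), -2.48 for S-phase genes (30 genes, 9.65e-14) and -2.32 for venous genes (8 genes, 3.01e-05). It was -2.09 for flow-responsive genes (9 genes, 0.00108), -1.74 for FOXO targets (18 genes, 3.74e-04), -1.58 for lymphatic genes (18 genes, 1.23e-04) and -1.49 for G2/M genes (35 genes, 1.44e-08). The shifts of arterial genes (-0.37, 14 genes, limma camera adjusted p-value 0.352) and of Tie pathway genes (-0.12, 7 genes, 0.231) did not pass. With an estimated inter-gene correlation 0 of the 19 lists passed at a camera adjusted p-value under 0.05. The smallest was 0.132 in limma, and at an unadjusted p-value under 0.05 there were 4 lists: pan-endothelial, S-phase, venous and G2/M genes. The fry test of limma asks whether the genes of a list changed from 0 rather than relative to other genes. By fry 0 of the 19 lists passed (smallest adjusted p-value 0.0558), and the same 4 lists had an unadjusted p-value under 0.05, all lower.

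Abundant lists fell most, so each list was also set among random lists of equal size and mean TPM. The pan-endothelial list stood at percentile 1.78, S-phase genes at 2.97, FOXO targets at 4.12 and venous genes at 4.81. G2/M genes stood at 23.4, arterial genes at 52.3, lymphatic genes at 55.8, flow-responsive genes at 56.1 and Tie pathway genes at 78.6. In mutant replicate 1 alone, pan-endothelial genes stood at percentile 3.77, S-phase genes at 6.59 and venous genes at 2.09. In mutant replicate 2 alone they stood at 3.4, 22.5 and 9.19. FOXO targets stood at 12.2 in mutant replicate 1 and at 12.7 in mutant replicate 2. The 2 mutant libraries disagreed for flow-responsive genes (15.9 in replicate 1 and 71.7 in replicate 2) and for arterial genes (67.3 and 29.1).

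Single members of the remaining lists changed in both directions. In the S-phase list mcm4, mcm2, mcm7 and rrm1 led the 7 of 30 members that fell over the list alone, against 8 of 30 called over all genes. In the G2/M list cdk1, ccnb1 and aurkb were the 3 of 35 members that passed over the list alone, all lower. Over all genes 7 were called, 4 lower and 3 higher. The cdk1 gene fell from 171 and 210 TPM in the siblings to 15.2 and 14.2 TPM in the mutants (log2 fold change -3.60, SE 0.88, limma adjusted p-value 0.00306) and stood at percentile 3 of the 200 nearest genes. Of the arterial list, efnb2a, hey1, tbx20 and notch1b were the 4 of 14 members that passed over the list alone, all higher, against 5 over all genes. Of these only efnb2a exceeded a background limit, in mutant replicate 1. Among flow-responsive genes calcrla fell and piezo1 and klf4 rose (3 of 9 over the list alone, 4 over all genes), and among FOXO targets gabarapl2 fell and fbxo32 rose (2 of 18 over the list alone, 3 over all genes). The genes piezo1, klf4 and fbxo32 were under the limit in all 4 libraries.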

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

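The calls depended on the scaling. The 12618 higher and 1255 lower calls became 0 and 0 under median-of-ratios rescaling, under quantile normalization and after background subtraction. The last of these, chosen after seeing the data, tested 4902 genes and had 164 genes higher and 464 lower at an unadjusted p-value under 0.05, where 245 in all are expected by chance. With eBayes fitted with no intensity trend the counts were 8103 higher and 1986 lower. An adjusted p-value threshold of 0.1 gave 1886 lower calls. The pseudocounts, the filters and robust moderation kept both counts within 1.5 times. A 2-fold minimum changed neither count, because every called gene already had at least a 2-fold change, so it is no test of stability. The separated genes that were higher numbered 3767 with a pseudocount of 5, 564 under median-of-ratios rescaling, 2124 under quantile normalization and 729 after background subtraction. Those that were lower numbered 5925 under median-of-ratios rescaling and 1113 after background subtraction. Across the 4 comparisons that each left out one replicate they ranged from 12771 to 18516 higher and from 2560 to 3265 lower. Those comparisons set 2 libraries against 1, where chance separates more genes than with 2 against 2. Non-overlap there was 86.0% to 91.1%, against 77.9% with all libraries. The leave-one-out counts therefore cannot show that the separated counts are stable. No calls are given for comparisons that leave a group with 1 library.

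The 14 lists past the threshold became 7 under quantile normalization and 0 under an estimated correlation. Among the 7 was the mitochondrially encoded list, which passed in the opposite direction (1.91, camera adjusted p-value 2.04e-07). The test by fry, in which 0 lists passed, asks another question: whether the genes of a list changed from 0, not whether they differ from the other genes. With the median of all genes at 1.17 it does not bear on the relative shifts. Background subtraction left 0 of the 17 lists it tested past the threshold, and did not test the mitochondrially encoded list, which is among the 14, or the neural list. The shifts are computed before either test and stay at -1.58 (lymphatic), -2.32 (venous), -3.04 (pan-endothelial), -2.48 (S-phase), -1.49 (G2/M), -1.74 (FOXO targets) and -2.09 (flow-responsive), and with the estimated correlation none of them was past the threshold. Quantile normalization gave -0.25 for lymphatic genes, -0.42 for FOXO targets and -0.64 for flow-responsive genes, none past the threshold. Background subtraction gave -1.06 for venous, -0.35 for pan-endothelial, -0.46 for S-phase, -0.14 for G2/M, -0.76 for FOXO target and -0.29 for flow-responsive genes, none past the threshold, moved Tie pathway genes from -0.12 (7 genes) to -1.0 (4 genes), also not past it, and reversed lymphatic (0.069) and arterial genes (0.023). It kept fewer members of each list, such as 16 pan-endothelial and 23 S-phase genes. It also reversed the p53 (0.31), myeloid (0.37), epidermal (0.62), mural or fibroblast (0.39) and ribosomal protein lists (0.31). Quantile normalization reversed the skeletal muscle (0.0045), myeloid (0.0038), epidermal (0.12) and mitochondrially encoded lists (1.91). These reversals are in the sign of the list median, and their cause was not tested. Camera's own direction stayed lower for the skeletal muscle, myeloid and epidermal lists under quantile normalization. After background subtraction it stayed lower for the lymphatic and myeloid lists and was higher for flow-responsive genes.

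Leaving out one replicate moved the list shifts from -0.96 to 0.33 for the Tie pathway, -2.32 to -1.01 for lymphatic, -2.71 to -2.11 for venous and -0.65 to -0.14 for arterial genes. The ranges were -3.66 to -2.07 for pan-endothelial, -2.64 to -1.87 for S-phase, -2.20 to -1.29 for G2/M, -2.10 to -0.997 for FOXO target and -2.49 to -1.63 for flow-responsive genes. The Tie pathway shift became positive (0.33) without sibling replicate 2. The epidermal shift became positive (0.37), and the fold change of angpt1 negative (-0.018), without sibling replicate 1. The fold change of prox1a was 0.70 without sibling replicate 2 and 2.05 without sibling replicate 1, and its call was also lost with no filter, with no intensity trend and under both rescalings.

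The fold change of tie1 expression stayed negative under every alternative, from -2.97 under median-of-ratios rescaling to -1.19 without sibling replicate 1. Its limma adjusted p-value ranged from 0.0353 to 0.527, and only eBayes with no intensity trend (-1.66) put it past the threshold. Of the single genes, angpt1 reversed under median-of-ratios rescaling (-0.088) and quantile normalization (-0.079), cdh5 under quantile normalization (0.21) and background subtraction (0.41), and mrc1a under background subtraction (0.074). Over all alternatives with a test, the other 51 named genes gave 137 weaker and 3 stronger results against 345 that kept their call, and the 10 technical lists gave 25 weaker and 1 stronger against 73.

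The groups share replicate numbers 1 and 2. Deviations of same-numbered libraries correlated with r = 0.13 across genes, or 0.04 after background subtraction. With 2 pairs and no label that ties the numbers to a litter or day, the numbers were not taken to pair the libraries. The replicate block gave 15263 higher and 666 lower calls, of which 12078 and 645 were also called without the block. It left tie1 expression uncalled (limma adjusted p-value 0.0731). With the block 8 named genes lost their call: tek, angpt2a, prox1a, flt4, stab2 and kdrl, which are all 6 called genes of the fixed set, and mafbb and angpt2b.

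The planned correction for GC content and length, alone or with the block, was not run because transcript sequences were not used here. Robust moderation does not enter camera and has no list result. Depth is unknown, so the number of molecules behind a value near the background limit is unknown too. Simulated libraries with the measured backgrounds and signal levels, the noise of the siblings and 200 genes changed 8-fold gave 85% recovery after background subtraction, with 45 unchanged genes called among 4521. The mutant libraries correlated less with each other (r = 0.649) than the siblings did (0.886); whether noise beyond that of the simulation lowers the recovery was not tested.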

Other observations

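All tests below were chosen after the result they bear on was seen, with 2 exceptions. These are the camera tests of the technical lists and the odds ratio of shared loss in the 2 mutant libraries. The simulation set beside that odds ratio was also chosen after it was seen.

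The excess of higher calls has the features of a background that reaches most unexpressed genes and is larger in the mutant libraries. At its usual level the background did not reach every gene: gpd1c had 0.489 and 0.657 TPM in mutant replicates 1 and 2. The 5th percentiles of the sensory receptor and crystallin genes there were 3.80 and 6.12 TPM. Whether any gene escapes the background fully cannot be told. In the mutant libraries 749 and 731 genes were listed at 0, but an exact 0 can be a failed estimate. Against 56.5% of all tested genes, 88.8% of the higher calls were within the range of the sensory receptor and crystallin genes in all 4 libraries. All 4 families of these genes rose: odorant receptors went from 2.35 and 3.83 TPM in the siblings to 8.97 and 11.7 TPM in the mutants, and gamma crystallins from 2.08 and 3.49 to 7.90 and 9.80 TPM. Whether RNA from other cell types contributed is not decided by the marker lists. Expressed genes fell with their level, and all lists but the neural one held several such genes in the siblings. The neural list came closest to the sensory genes, with a median log2 fold change 0.13 below theirs (-0.13). Of its 14 genes, 6 rose more than the sensory genes. The background limit was exceeded by 1 of the 14 in both sibling libraries and by 0 in both mutant libraries. The skeletal muscle, erythroid, myeloid, epidermal and mural or fibroblast lists lay further below the sensory genes (-1.99, -2.63, -0.62, -1.05 and -1.72 relative to them). The myeloid (0.84) and epidermal lists (0.42) rose, and the muscle (-0.52), erythroid (-1.16) and mural or fibroblast lists (-0.25) fell. Without sibling replicate 2 the muscle (0.57) and mural or fibroblast lists (0.20) rose and the epidermal list (-0.69) fell. The myeloid and erythroid lists kept their direction whichever replicate was left out. The sorted sibling cells also held 15 of 19 muscle, 6 of 10 erythroid, 7 of 14 myeloid, 4 of 14 epidermal and 9 of 12 mural or fibroblast genes above the limit. Only 1 of the 3 splits of the 4 libraries, the real one, gave as many calls, and the other 2 gave 0. With 3 splits that share cannot go below 33.3%.

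Genomic DNA carried into the low-input amplification is a candidate source of this background. Rows that collect many genomic copies under one name should then be a fixed multiple of single-copy silent genes in every library, whatever their RNA does. Across 17 such rows the TPM differed between libraries by a median of 4.78-fold, but the ratio of TPM to the median of the sensory genes differed by a median of only 1.23-fold and at most 1.45-fold. For 5S_rRNA the TPM rose from 1322 and 2113 in the siblings to 4508 and 6320 in the mutants, while the ratio was 574, 564, 523 and 564. For dre-mir-430c-1 the ratio was 561, 527, 589 and 577. The order of the libraries (sibling 1, sibling 2, mutant 1, mutant 2) was the same for the sensory genes and for 5S_rRNA. Reads in introns and between genes would bear on this directly and were not analysed here. Whether the mutant samples had less starting RNA was not tested.

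The mitochondrially encoded genes fit the same picture. Their list stood at percentile 100 among random lists of equal mean TPM. The ratio of the highest to the lowest of the 13 genes was 17.5 and 8.60 in the siblings, 4.38 in mutant replicate 1 and 2.23 in mutant replicate 2. Convergence on one level is what mitochondrial DNA in the background would give, and the lowest gene lay at 77.8, 51.7, 38.2 and 48.3 times the sensory gene median. A change of mitochondrial RNA in the mutants stays open as untested.

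The same background may account for much of the fall of abundant genes. The signal above background in protein-coding genes was 0.486 and 0.169 of the sibling mean in mutant replicates 1 and 2. Fold changes against sibling replicate 2 were predicted from sibling replicate 1, the 4 backgrounds and 1 dilution factor per library. Prediction and observation correlated across 28301 genes with Pearson's r = 0.712 and Spearman's rho = 0.489, or 0.724 and 0.496 with the siblings exchanged. Simulated libraries with these backgrounds and dilutions and no changed gene gave 14123 higher and 967 lower calls among 29027 tested genes in limma, against 12618 and 1255 observed among 28301 tested genes. Of the 12618 observed higher calls 9356 were also higher calls in the simulation, and of the 1255 observed lower calls 306 were also lower calls. Observed and simulated fold changes correlated with r = 0.797 across 28301 genes, with the sibling values used on both sides. In that simulation median-of-ratios rescaling left 1736 false calls, while the real data had 0.

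Dilution alone is argued against as the whole cause of the losses. Of the 2436 genes with at least 50 TPM in sibling replicate 1, 17.6% were at or under the background limit in mutant replicate 1 and 43.4% in mutant replicate 2, where the simulation gave 0.485% and 20.0%. In sibling replicate 2 the observed share was 0.534%. Random loss of molecules in low-input amplification would raise these shares independently in each library. If the sibling values were free of noise, the odds ratio between the mutant libraries at equal sibling abundance would then be near 1. Of 1737 protein-coding genes with at least 50 TPM in both siblings, 197 were at background in mutant replicate 1, 625 in mutant replicate 2 and 132 in both, against 109 expected within deciles of sibling TPM. The odds ratio was 1.90 (Mantel-Haenszel, 95% confidence interval 1.36 to 2.66, permutation p-value 1e-04, the smallest that 10000 permutations can give). With 40 strata it was 1.75 (1.24 to 2.46). The sibling values are noisy, and genes that both siblings read too high would be lost more often in both mutants even under independent loss. Simulated independent loss with the measured sibling noise (SD 0.62 on the log2 scale) gave a median odds ratio of 1.47 (central 95% of 1000 simulations 1.03 to 2.11), and the simulation p-value of the observed 1.90 was 0.0789. With 1.5 times that noise the median was 2.53, and with no noise 1.01. Independent loss is therefore not excluded. An effect of the genotype and a property of the genes that makes them hard to capture, such as transcript length, both stay open as well.

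Pan-endothelial genes (percentile 1.78) and S-phase genes (percentile 2.97) fell further than nearly all lists of equal abundance. Of the 19 lists, 2 lay outside the central 95% (pan-endothelial and mitochondrially encoded genes), where 0.95 are expected by chance, and S-phase genes lay inside it. After background subtraction both kept a negative shift (-0.35 and -0.46) that did not pass the threshold, and S-phase genes stood at percentile 22.5 in mutant replicate 2 alone. A lower share of endothelial or cycling cells in the mutants and dilution that depends on the level of expression cannot be told apart here, because both move these genes the same way and the background follows the groups. The technical lists that passed camera's threshold were dissociation stress (-2.62 relative to all genes, percentile 22.7), ribosomal protein (-2.75, 80.7), erythroid (-2.33, 17.4), skeletal muscle (-1.69, 72.5), mural or fibroblast (-1.42, 10.4), p53 response (-0.88, 93.4) and mitochondrially encoded genes (-0.55). Skeletal muscle genes stood at percentile 7.26 in mutant replicate 1 alone and at 98.0 in mutant replicate 2 alone. Leaving out one replicate moved the shift from -2.36 to -0.85 for skeletal muscle and from -1.52 to -0.34 for p53 response genes. For mitochondrially encoded genes the range was -1.03 to -0.31. The myeloid (-0.32, 62.6), epidermal (-0.75, 60.0) and neural lists (0.17, 52.1) did not pass.

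Protein-coding genes at background in the siblings were counted for a clear rise in the mutants. Of 9038 protein-coding genes at or under the background limit in both siblings, 4 exceeded 3 times the limit in mutant replicate 1, 1 did so in mutant replicate 2 and 0 in both. In the opposite direction, of 13861 genes at or under the limit in both mutants, 2005 and 1106 exceeded 3 times the limit in sibling replicates 1 and 2 and 873 in both. Genes with no protein-coding match, among them the largest rises, were outside these counts. The limit is higher in the mutants, so the same RNA is harder to see there, and the counts are not symmetric in sensitivity.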
